A study of Mus musculus with 7 samples. Its data were reported in "Homeostatic plasticity in the retina is associated with maintenance of night vision during retinal degenerative disease" (2020).

How the data were processed

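RNA-seq was performed on whole retinas of heterozygous P23H rhodopsin knock-in mice and their wild-type (WT) littermates on the C57BL/6J background, at 90 days after birth. The P23H change in rhodopsin causes autosomal dominant retinitis pigmentosa, a disease in which rod photoreceptors are lost over time. Groups were taken from the sample titles and genotype labels, with 4 P23H mice (replicates 6 and 8 female, 11 and 13 male) and 3 WT mice (replicates 7 and 9 female, 12 male). The replicate numbers differ between the genotypes and do not show which mice shared a litter, so no pairing was used.

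According to the labels and the methods of the study, the mice were never anesthetized, RNA was purified on columns with removal of genomic DNA, and a commercial supplier prepared and sequenced the libraries on an Illumina HiSeq instrument. The submitters' processing notes name CASAVA, TopHat2 and the mm10 genome build. The read counter, its strand setting and the tool behind the differential expression test are not given in the sources used here. The authors deposited a table of raw read counts per gene, which were whole numbers with a different total in each library, together with gene positions, lengths and classes. They also deposited the same genes as FPKM, which scales the authors' counts by gene length and library size. Further deposited tables held the authors' own comparison of the genotypes as log2 fold changes with p-values and adjusted p-values, limited to adjusted p under 0.05. The deposited log2 fold changes lay closer to 0 than the ratio of the group means, as a shrunken estimate would. Deposited enrichment tables gave the number of listed genes per annotation term with their p-values. Because it is unknown whether counting used the strand, reads of a gene and of an overlapping antisense gene may not have been separated, and the values of such pairs are uncertain. Near-identical copies, such as C4a and C4b or the globin genes, may share reads in the same way. Among the gene names of the counts, 27 had been turned into dates by a spreadsheet program, and they were restored from the gene identifiers.

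Counts were tested with edgeR 4.0.16 in R 4.3.3 using the quasi-likelihood F test, TMM scaling factors and the filterByExpr filter (smallest count 10, smallest total 15), with genotype as the only term and the sexes pooled, following the study. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and every adjusted p given for a gene is from this test unless another tool is named. CPM values were computed on the TMM-scaled library size. The sex test added genotype as a term, and the interaction test asked whether the genotype effect differed between the sexes.

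There were 29 gene lists, covering retinal cell types, synapses, glial and immune responses, stress pathways and other tissues. They were written down from textbook knowledge and from the pathways the study names. The study reported upregulated pathways of matrix receptors, cell adhesion, axon guidance, glutamatergic synapses, ion channels and cell stress in these same retinas, and downregulated photoreceptor genes. Calls of the matching lists are therefore not independent evidence of direction. Each list was tested against all other genes with camera in limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 29 lists. Members expressed too low to test were left out, and the number of genes given for a list counts those tested. The test was repeated with a correlation estimated from the data. The fry test, which asks whether the genes of a list move on balance in 1 direction without comparing them with other genes, was run beside it. The mean log2 CPM of each list per library was compared between the genotypes by a two-sided exact permutation test over the 35 splits of the 7 libraries into 4 and 3, for which the smallest possible p is 0.0286. Genes near Rho were counted within 10 Mb on each side and compared with the remaining genes by a two-sided Fisher's exact test, and that window was ranked among windows of equal size stepped by 1 Mb over the autosomes, each with at least 50 tested genes.

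Genes named in the text follow a fixed rule. It takes 14 genes chosen for their place in the study question (Rho, Gnat1, Opn1sw, Arr3, Cacna1f, Cabp4, Slc17a7, Grm6, Trpm1, Gpr179, Prkca, Calb1, Gfap and Edn2), and the 5 largest changes in each direction among called genes with a mean of at least 5 CPM and no overlap between the genotypes. It adds up to 2 members per list with the lowest p (1 for lists of other tissues), genes that mark sex with up to 5 autosomal genes called by sex, and up to 3 called genes near Rho with the lowest p. Genes outside the rule are said to have been named after their values were seen. Cacna1f, Cabp4, Slc17a7, Grm6, Trpm1 and Gpr179 had been picked for display by the study on these and younger retinas.

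Totals were between 14709319 and 18315284 counts per library, so that 3 counts, the limit set by a count of 0, correspond to 0.161 to 0.206 CPM. That limit covers counting error only. No pair of libraries of the same genotype agreed within sampling noise (chi-square per degree of freedom 8.75 to 32.3), so all 7 were kept as separate replicates. The procedure was tested on simulated data, with counts drawn for the 17351 tested genes from the means and spread of these libraries and 200 genes changed. The edgeR test recovered 34 of 67 genes changed 1.5-fold, 48 of 67 changed 2-fold and 66 of 66 changed 4-fold, beside 7 unchanged genes. It called 0 genes when none was changed, where limma-voom called 0 and DESeq2 called 9. In simulated lists, 0 of 29 passed when none was changed, and a list raised 1.5-fold passed. Genes were drawn independently of each other, so the simulation does not measure list calls that arise from correlation between genes. The changed genes had a mean of at least 1 CPM, rose and fell about equally often and were far fewer than the 2882 called here. No difference shared by several libraries was simulated. Recovery and false calls in the real data may therefore differ.

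The lists, the tests and most alternatives were chosen before the data were examined, although some lists follow pathways the study had reported on these retinas. These alternatives were other scalings (RLE, upper-quartile, library size only, and factors that hold the amacrine and ganglion cell lists level), other filters (none, or at least 1 CPM in 3 libraries), DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes of at least 0.5 FPKM or without a filter, sex as a term, each sex alone, and each library left out in turn. Removal of a trend on gene length in each library, and the joint omission of P23H replicates 8 and 11, were added after the data were seen. The per-sample columns inside the authors' tables of changed genes repeat the count and FPKM tables and were not used. Figures were drawn with matplotlib 3.10.9.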

Results

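The transcriptome of the whole retina was measured by RNA-seq at postnatal day 90 in 4 P23H mice and 3 WT littermates, to ask how the retina changes as rods degenerate. The libraries held between 14709319 (P23H replicate 11) and 18315284 (WT replicate 12) counts, with means of 16.4 ± 1.57 M (SD, n = 4) for P23H and 17.6 ± 0.823 M (SD, n = 3) for WT. Of 54532 genes in the count table, 17351 were expressed highly enough to be tested. The leading principal component, with 42.4% of the variance, placed all 4 P23H libraries on the side opposite to the 3 WT libraries.

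The P23H retina lost photoreceptor transcripts and gained transcripts of gliosis, inflammation and stress. Rhodopsin mRNA (Rho, the rod visual pigment, ENSMUSG00000030324, chromosome 6, 115931748 to 115940036 on the plus strand of mm10) was 17098 ± 2590 CPM (SD, n = 4) in P23H and 36358 ± 1871 CPM (SD, n = 3) in WT retinas, a 2.13-fold decrease. The largest increase was in Edn2 (ENSMUSG00000028635, chromosome 4, 120161206 to 120167360, plus strand), which encodes endothelin 2, a peptide released by stressed photoreceptors, at 133 ± 37.3 CPM (SD, n = 4) against 4.99 ± 1.17 CPM (SD, n = 3), or 26.7-fold. In total 1524 genes rose and 1358 fell, which is 16.6% of the genes tested, and 52.9% of the calls were increases. At least a 2-fold change was seen for 458 of the genes that rose and 195 of those that fell, and at least a 4-fold change for 119 and 27.

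After Edn2, the largest increases were in the pigment cell genes Dct (log2 fold change 4.62, SE 1.19) and Pmel (4.45, SE 1.16), the unclassified transcript Gm13821 (4.39, SE 0.43) and Bcl3 (4.17, SE 0.45), a nuclear regulator of NF-kappa B. The increase of Dct came mostly from P23H replicates 11 and 13, at 54.5 and 107 CPM, while replicates 6 and 8 were at 3.52 and 4.07 CPM and the WT libraries between 1.08 and 2.18 CPM. Pmel followed the same libraries, with 13.2 and 20.3 CPM in replicates 11 and 13 against 1.25 and 0.857 CPM in replicates 6 and 8. Leaving out WT replicate 7, 9 or 12 ended both calls, with adjusted p of 0.103, 0.0639 and 0.0606 for Dct and 0.113, 0.0595 and 0.0615 for Pmel, and limma-voom did not call them (0.298 and 0.259). The largest decreases were in Glb1l3 (-3.48, SE 0.20), a galactosidase-like gene that fell from 30.1 ± 5.37 CPM (SD, n = 3) to 2.69 ± 0.747 CPM (SD, n = 4), followed by Gm14091 (-3.34, SE 0.22), Gm16055 (-2.64, SE 0.21), Knstrn (-2.40, SE 0.22), a mitotic spindle gene, and Col4a3 (-2.21, SE 0.19), a chain of basement membrane collagen. Gm14091 (chromosome 2, 118829874 to 118834122, minus strand) lies within Knstrn on the other strand and Gm16055 lies opposite Umad1, so that the reads of these pairs may not have been told apart.

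The split between increases and decreases depended on the scaling. With library size alone the median of all genes shifted by 0.13 on the log2 scale, 3032 genes rose and 789 fell, and 79.4% of calls were increases. With the amacrine and ganglion cell lists held level the median shifted by -0.18, 814 genes rose and 4231 fell, and 16.1% were increases. On log2(FPKM + 1), which carries no correction for composition, 77.1% were increases (77.7% with a pseudocount of 0.1, which shifted the median by 0.11, and 76.5% without a filter). Leaving out WT replicate 7 left 575 increases and 581 decreases, and leaving out P23H replicate 8 left 926 and 845.

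Rod genes fell together. Of 16 rod genes tested, 14 fell and 2 did not pass the test (15 fell when adjusted over the list alone), with a median log2 fold change of -0.89 (camera, adjusted p = 3.08e-13). For this list adjusted p = 0.124 with an estimated correlation. Rho fell by 1.09 (SE 0.20, adjusted p = 0.00423) and Gnat1, the rod transducin alpha subunit, by 0.87 (SE 0.17, adjusted p = 0.00539). Named after their values were seen, the exceptions were Gngt1 (log2 fold change -0.74, adjusted p = 0.0655) and Sag, which encodes rod arrestin (-0.17, adjusted p = 0.381). Rod genes made up 4.19 ± 0.423% of counts (SD, n = 4) in P23H and 7.41 ± 0.318% (SD, n = 3) in WT libraries (exact permutation p = 0.0286, 0.0571 after adjustment over 6 library measures). Genes that rods share with cones behaved alike, since 26 of 28 fell and 2 did not pass (26 fell when adjusted over the list alone), with a median of -0.73 (adjusted p = 4.04e-17, and adjusted p = 0.0831 with an estimated correlation). Among them Rdh12, a retinol dehydrogenase of the visual cycle, fell by 1.01 (SE 0.09) and Fscn2, a photoreceptor actin-bundling gene, by 0.74 (SE 0.09).

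Many genes of the photoreceptor synapse and cilium also fell. Of 16 presynaptic genes, 10 fell and 6 did not pass (13 fell when adjusted over the list alone) and the median was -0.41 (adjusted p = 5.36e-08, and adjusted p = 0.124 with an estimated correlation). Cacna1f, the photoreceptor calcium channel, fell by 0.64 (SE 0.08, adjusted p = 5.23e-04) and its partner Cabp4 fell by 0.78 (SE 0.13, adjusted p = 0.00286). The vesicular glutamate transporter gene Slc17a7 had a log2 fold change of -0.31 (SE 0.11, adjusted p = 0.0793). It passed with DESeq2 (adjusted p = 0.00147) and limma-voom (0.0259). In edgeR it passed with the amacrine and ganglion lists held level (0.00532) and with the length trend removed (0.0273). The study had picked these 3 genes on these retinas, so their counts are not independent evidence of direction. Of 25 ciliary transport genes, 12 fell, 2 rose and 11 did not pass (15 fell and 3 rose when adjusted over the list alone), with a median of -0.27 (adjusted p = 4.67e-05, and adjusted p = 0.0963 with an estimated correlation). This median was -0.45 to -0.13 over the alternatives. Bbs7, part of the ciliary cargo complex, fell by 0.65 (SE 0.08) and Arl13b, a ciliary GTPase, by 0.62 (SE 0.08), whereas Arl6 (0.42) and Ift57 (0.37), named after their values were seen, rose.

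Cone genes did not fall with those of rods. Of 12 tested, 4 rose and 0 fell (5 rose when adjusted over the list alone), with a median of 0.27 (adjusted p = 0.00669, and adjusted p = 0.251 with an estimated correlation). Over the alternatives the cone median was 0.093 to 0.41. Arr3, the cone arrestin, rose from 240 ± 31.1 CPM (SD, n = 3) to 371 ± 90.2 CPM (SD, n = 4), a log2 fold change of 0.63 (SE 0.17, adjusted p = 0.0298). Named after their values were seen, the others that rose were Gnb3 (1.52), also a gene of ON bipolar cells, Pde6c (0.38) and Cnga3 (0.40). Opn1sw, which encodes the short-wavelength cone opsin, was close to its WT level at 0.07 (SE 0.08, adjusted p = 0.608), and at -0.11 with the amacrine and ganglion lists held level. The call of Arr3 ended with those lists held level (adjusted p = 0.0747) and without P23H replicate 6 or 13 or WT replicate 7, 9 or 12 (adjusted p = 0.0658, 0.0604, 0.0672, 0.0848 and 0.0648), and the list missed the threshold in males alone (0.24, adjusted p = 0.123).

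**Figure D1:**
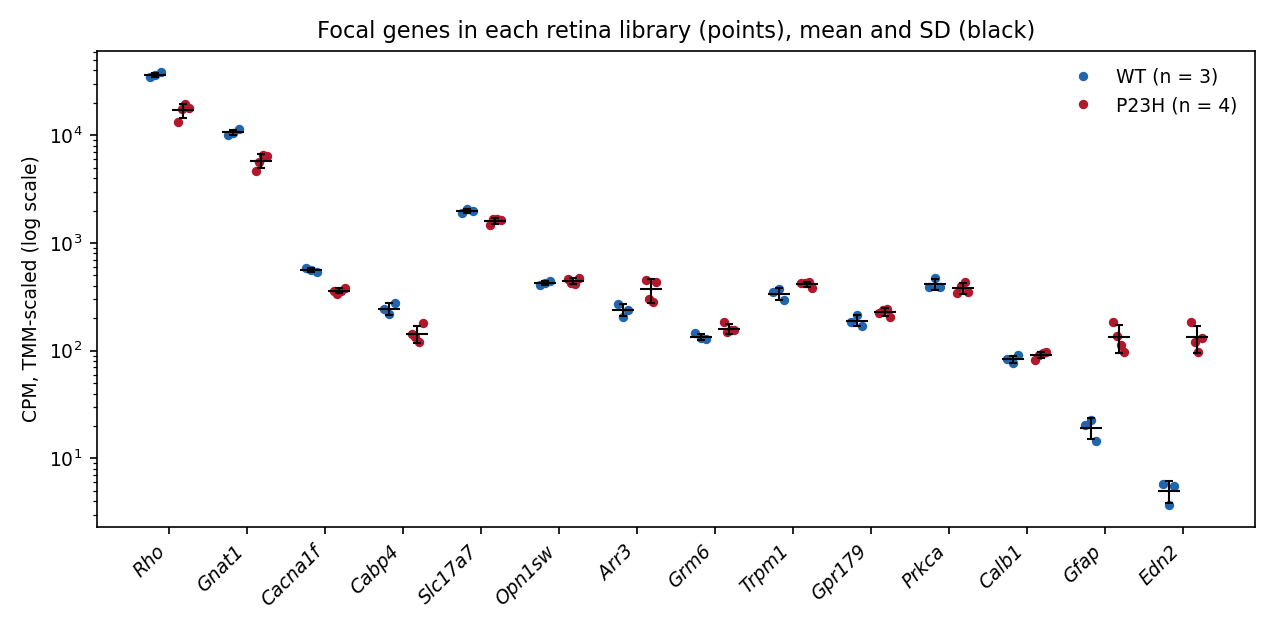
Normalised expression of the focal genes in each retina library, in CPM on a log scale, with WT in blue (n = 3) and P23H in red (n = 4) and the mean and SD in black. Rho, Gnat1, Cacna1f, Cabp4 and Slc17a7 lie lower in every P23H library than in every WT library. Gfap, Edn2, Arr3, Grm6 and Trpm1 lie higher in every one, and the points of Opn1sw, Gpr179, Prkca and Calb1 overlap. Of the genes without overlap, Slc17a7, Grm6 and Trpm1 did not pass the edgeR test.

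Genes through which ON bipolar cells receive the photoreceptor signal did not pass the test as a group, although 8 of 11 had a positive log2 fold change. Grm6, the glutamate receptor of ON bipolar cells, was at 161 ± 16.1 CPM (SD, n = 4) in P23H and 134 ± 9.61 CPM (SD, n = 3) in WT retinas, a log2 fold change of 0.26 (SE 0.09, adjusted p = 0.0727). The cation channel gene Trpm1 (0.29, SE 0.10, adjusted p = 0.069) and its partner Gpr179 (0.26, SE 0.09, adjusted p = 0.0814) were similar. Of the 11 ON bipolar postsynaptic genes, 0 rose and 1 fell (3 rose and 1 fell when adjusted over the list alone), with a median of 0.23 (adjusted p = 0.204, and adjusted p = 0.293 with an estimated correlation). The study had picked Grm6, Trpm1 and Gpr179 on these retinas, so the count adjusted over the list alone is not independent evidence. The gene that fell, Gnb5 (-0.60, named after its value was seen), is a G protein subunit that also serves the rod RGS9 complex. With library size alone and on log2(FPKM + 1), Grm6 (adjusted p = 0.0207 and 0.0442), Trpm1 (0.0102 and 0.0201) and Gpr179 (0.00999 and 0.0245) passed, and without WT replicate 9 Trpm1 (0.0386) and Gpr179 (0.0289) did. Trpm1 also passed with DESeq2 (adjusted p = 0.0417), without a filter (0.0455) and with sex as a term (0.047), and the list passed on log2(FPKM + 1) without a filter (0.30, adjusted p = 0.0492). In edgeR with the length trend removed, which was added after the data were seen, Trpm1 (adjusted p = 0.0177) and Gpr179 (0.0168) passed. Of 23 alternatives, Grm6 passed in 3, Trpm1 in 9 and Gpr179 in 6. Their log2 fold changes were 0.076 to 0.39, 0.11 to 0.47 and 0.081 to 0.39 over these, and the list median was 0.046 to 0.35.

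By camera, markers of amacrine, ganglion and cone bipolar cells passed as higher by small amounts. Those of rod bipolar and horizontal cells did not pass by camera. The medians were 0.22 for 16 amacrine, 0.20 for 16 ganglion cell and 0.23 for 14 cone bipolar markers, each with 2 members that rose, 0 that fell and the same counts when adjusted over the list alone (adjusted p = 0.0157, 0.00455 and 0.00311). In the same order they gave adjusted p = 0.126, 0.0831 and 0.0831 with an estimated correlation. In males alone these lists missed the threshold (adjusted p = 0.214, 0.0757 and 0.142), as did the amacrine list in females alone (0.0639). Examples were Lamp5 (0.40, SE 0.10) and the glycine transporter gene Slc6a9 (0.26, SE 0.06) for amacrine cells, Gap43 (0.36, SE 0.11) and Stmn2 (0.31, SE 0.08) for ganglion cells, and the potassium channel gene Kcng4 (0.87, SE 0.12) and the kainate receptor gene Grik1 (0.28, SE 0.07) for cone bipolar cells. Of 6 rod bipolar markers Car8 rose (0.41, SE 0.07; 2 rose and 0 fell when adjusted over the list alone) and 0 fell, with a median of 0.15 that turned to -0.03 with the amacrine and ganglion lists held level (adjusted p = 0.204, and adjusted p = 0.359 with an estimated correlation). The mean log2 CPM of the rod bipolar list was higher in every P23H library than in every WT library. It was 6.52 against 6.40 (exact permutation p = 0.0286, adjusted 0.046). Relative to the amacrine and ganglion lists this list differed by -0.06 (exact permutation p = 0.143). Prkca, the usual rod bipolar marker, had a log2 fold change of -0.12 (SE 0.11, adjusted p = 0.494), which was 0.00 with library size alone. Of 6 horizontal cell markers Onecut2 rose (0.52, SE 0.15; 1 rose when adjusted over the list alone) while Calb1, which encodes calbindin, was at 0.12 (SE 0.08, adjusted p = 0.353) and -0.06 with inner neurons held level. The horizontal cell median of 0.11 turned to -0.07 under that scaling (adjusted p = 0.297, and adjusted p = 0.505 with an estimated correlation).

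Several genes of synaptic signalling rose, but as groups they overlapped between the genotypes. The mean log2 CPM of the glutamate receptor, adhesion and channel lists did not pass the exact permutation test (p = 0.143, 0.171 and 0.171). It also followed a difference between libraries within each genotype, since the adhesion list was at 5.87 and 6.01 in P23H replicates 8 and 11 and 5.74 in WT replicate 9, against 5.66 and 5.69 in P23H replicates 6 and 13 and 5.52 and 5.50 in WT replicates 7 and 12. Of 20 glutamate receptor and scaffold genes 5 rose and 1 fell (6 and 2 when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.00488, and adjusted p = 0.381 with an estimated correlation). Gria4, an AMPA receptor subunit, rose by 0.35 (SE 0.06), as did Gria1, Gria3, Grik2 and Grik3 (0.33 to 0.67, named after their values were seen), whereas Dlg4, the scaffold PSD-95 that is also found in photoreceptor terminals, fell by 0.61 (SE 0.11). Of 19 voltage-gated channel genes 6 rose and 1 fell (8 and 2 when adjusted over the list alone), with a median of 0.26 (adjusted p = 0.0047, and adjusted p = 0.46 with an estimated correlation). Kcnq2 rose by 0.29 (SE 0.07) and Kcnb1, a channel abundant in photoreceptor inner segments, fell by 0.72 (SE 0.17). Of 26 synaptic adhesion and axon guidance genes 3 rose, namely Plxna1 (0.33, SE 0.08), Slit2 (0.25, SE 0.07) and, named after its value was seen, Efnb2 (0.37), and 0 fell (1 rose when adjusted over the list alone), with a median of 0.25 (adjusted p = 6.89e-04, and adjusted p = 0.439 with an estimated correlation). Of 12 progenitor and immature neuron genes tested, out of 15 on the list, Notch1 (1.15, SE 0.10) and its ligand Dll1 (0.66, SE 0.14) rose and 0 fell (6 rose when adjusted over the list alone), with a median of 0.34 (adjusted p = 0.00311, and adjusted p = 0.124 with an estimated correlation). Mki67, Top2a and Fgf15 were expressed too low to test. Dcx, Sox4 and Sox11, named after their values were seen, did not pass (adjusted p = 0.344, 0.192 and 0.820).

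Of the calls on single inner neuronal and synaptic genes named above, those of Grik1, Onecut2, Slc6a9, Lamp5, Stmn2, Gap43, Slit2, Plxna1, Kcnq2 and Kcnb1 ended without WT replicate 7 (adjusted p between 0.0618 for Kcnq2 and 0.142 for Onecut2), and each of the other 6 libraries, left out alone, ended at least 1 of them (adjusted p up to 0.121, for Slit2 without WT replicate 12). The calls of Gria1, Gria3, Grik2, Grik3 and Efnb2 were not examined under the alternatives, so whether they hold there is not known. Relative to the amacrine and ganglion lists, the mean log2 CPM of the glutamate receptor, adhesion and channel lists together differed between the genotypes by 0.02 (exact permutation p = 0.914), and holding those lists level ended the calls of Gria4, Grik1, Onecut2, Slit2, Plxna1 and Kcnq2, which are not among their members. In females alone the adhesion, glutamate and channel lists missed the threshold (adjusted p = 0.0881, 0.123 and 0.123), as they did without both P23H replicates 8 and 11 (0.141, 0.0982 and 0.151), where the progenitor list also missed it (0.0593), and the glutamate list did without WT replicate 12 (0.0587).

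**Figure D2:**
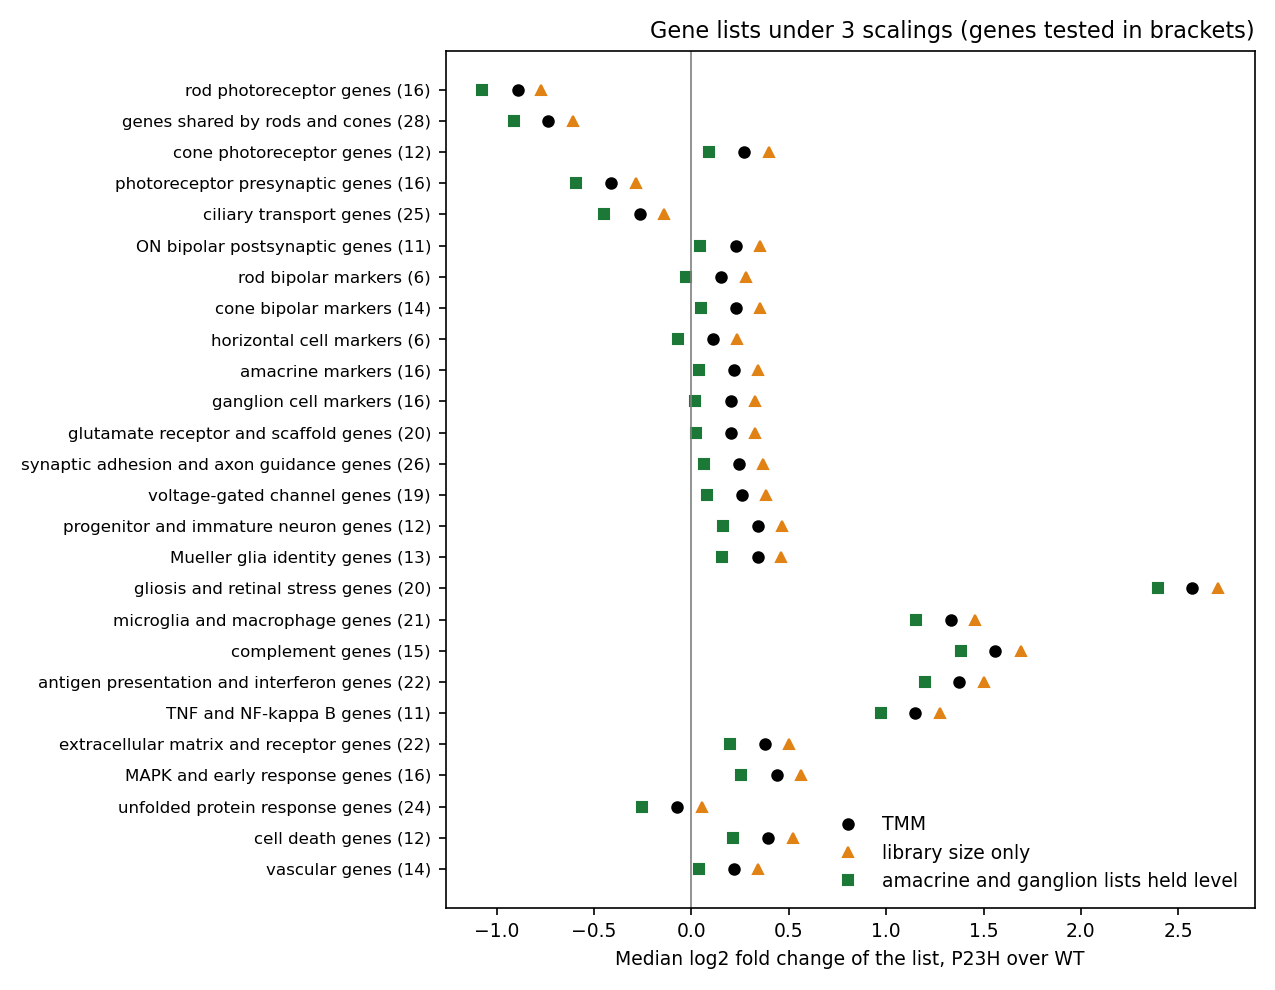
Median log2 fold change of the gene lists other than those of pigment cells, lens and blood, P23H over WT, with the number of genes tested in brackets, under TMM scaling (black circles), library size only (orange triangles) and with the amacrine and ganglion cell lists held level (green squares). Rod, shared, presynaptic and ciliary lists lie below 0 and glial and immune lists above 0 under all 3 scalings, neuronal lists lie near 0 under the last of them (by construction for amacrine and ganglion cells), and the rod bipolar, horizontal cell and unfolded protein response medians change sign.

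Identity genes of Müller glia, the main glial cells of the retina, rose moderately as a list, and genes of gliosis and retinal stress, to which other retinal cells contribute too, rose more. Of 13 identity genes 7 rose and 0 fell (11 rose when adjusted over the list alone), with a median of 0.34 (adjusted p = 2.42e-05, and adjusted p = 0.128 with an estimated correlation), among them the water channel gene Aqp4 (0.66, SE 0.08) and Prdx6 (0.56, SE 0.07). The median of the identity list was 0.16 to 0.46 over the alternatives. Of 20 gliosis and retinal stress genes 17 rose and 0 fell (18 rose when adjusted over the list alone), with a median of 2.57 (adjusted p = 6.55e-15, and adjusted p = 0.0831 with an estimated correlation). Gfap, the intermediate filament that marks reactive glia, was at 134 ± 38.3 CPM (SD, n = 4) against 19.3 ± 4.24 CPM (SD, n = 3), a log2 fold change of 2.79 (SE 0.23, adjusted p = 5.11e-05). Edn2 rose by 4.74 (SE 0.25, adjusted p = 2.67e-06).

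Immune genes rose as well. Of 21 microglia and macrophage genes 17 rose and 0 fell (19 rose when adjusted over the list alone), with a median of 1.33 (adjusted p = 1.94e-12, and adjusted p = 0.0831 with an estimated correlation), including the protease gene Ctss (1.47, SE 0.17) and the fractalkine receptor gene Cx3cr1 (1.27, SE 0.16), which overlaps other genes on both strands. Of 15 complement genes 10 rose and 0 fell (10 when adjusted over the list alone), with a median of 1.56 (adjusted p = 5.36e-08, and adjusted p = 0.0831 with an estimated correlation). C4b, which may share reads with its near-identical copy C4a, went from 8.82 ± 1.58 CPM (SD, n = 3) to 153 ± 29.6 CPM (SD, n = 4), and the complement inhibitor gene Serping1 rose by 2.70 (SE 0.23). Of 22 antigen presentation and interferon genes 17 rose and 0 fell (20 rose when adjusted over the list alone), with a median of 1.37 (adjusted p = 3.08e-13, and adjusted p = 0.124 with an estimated correlation), including Gbp2 (2.46, SE 0.16) and the class I gene H2-K1 (1.33, SE 0.14). Of 11 TNF and NF-kappa B genes tested, out of 18 on the list, 7 rose and 1 fell (8 and 1 when adjusted over the list alone), with a median of 1.15 (adjusted p = 1.41e-06, and adjusted p = 0.0831 with an estimated correlation). Tnf, Il1b, Traf1, Cxcl1, Ccl3, Ccl4 and Ccl5 were expressed too low to test. Icam1, a leukocyte adhesion gene, rose by 2.96 (SE 0.24) and the TNF receptor gene Tnfrsf1a by 1.63 (SE 0.14), while the gene that fell was Tnfaip3, an inhibitor of NF-kappa B, named after its value was seen (463 ± 3.49 CPM, SD, n = 3, in WT and 231 ± 40.4 CPM, SD, n = 4, in P23H retinas).

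Genes of the extracellular matrix and of early stress responses rose in part. Of 22 matrix and receptor genes 8 rose and 0 fell (12 rose when adjusted over the list alone), with a median of 0.38 (adjusted p = 1.17e-05, and adjusted p = 0.0831 with an estimated correlation), including the hyaluronan receptor gene Cd44 (1.59, SE 0.16) and Col4a1 (1.03, SE 0.12), which overlaps Col4a2 on the other strand. Of 16 MAPK and early response genes 5 rose and 1 fell (7 and 1 when adjusted over the list alone), with a median of 0.44 (adjusted p = 0.0113, and adjusted p = 0.29 with an estimated correlation). Junb (1.40, SE 0.16) and Atf3 (0.82, SE 0.14) rose, as did Fos (1.02), Fosb (1.15) and Dusp6 (0.60), whereas Spry2, a feedback inhibitor of the pathway, fell (-0.83), the last 4 being named after their values were seen. Of 12 cell death genes the inflammatory caspase gene Casp1 (3.34, SE 0.61) and the death receptor gene Fas (2.27, SE 0.51), both at under 2.5 CPM in every library, rose and 0 fell (2 when adjusted over the list alone), with a median of 0.39 (adjusted p = 0.0157, and adjusted p = 0.269 with an estimated correlation). The cell death list missed the threshold with library size alone (adjusted p = 0.0511), with a filter of at least 1 CPM (0.0557), on log2(FPKM + 1) (0.0895) and log2(FPKM + 0.1) (0.114), and in males alone (0.123).

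The unfolded protein response, which acts on misfolded proteins, did not pass as a group by camera, but its mean log2 CPM was lower in every P23H library than in every WT library (5.76 against 5.85, exact permutation p = 0.0286, adjusted 0.046). Of 24 genes Asns rose (0.38, SE 0.09), Trib3 fell (-0.68, SE 0.13), as did Calr (-0.24, named after its value was seen), and 21 did not pass (1 rose and 2 fell when adjusted over the list alone). The median of -0.07 (adjusted p = 0.0735, and adjusted p = 0.171 with an estimated correlation) turned to 0.06 with library size alone and to 0.04 on log2(FPKM + 1), while the list passed as lower with DESeq2 (-0.08, adjusted p = 0.0379), without a filter (-0.07, adjusted p = 0.0412), in females alone (-0.16, adjusted p = 0.0404), with inner neurons held level (-0.25, adjusted p = 0.026) and without WT replicate 12 (-0.14, adjusted p = 0.0386). The call of Asns ended without P23H replicate 6 (adjusted p = 0.0549) or WT replicate 7 (0.112).

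Transcripts of neighbouring tissues differed between libraries. Of 11 genes of the retinal pigment epithelium and of melanocytes 4 rose and 0 fell (5 rose when adjusted over the list alone), with a median of 0.63 (adjusted p = 0.00455, and adjusted p = 0.238 with an estimated correlation), and the 4 were the pigment genes Dct, Pmel, Tyr and Tyrp1, the last 2 named after their values were seen. The summed expression of the whole list, which includes Mlana, expressed too low to test, was 86.3, 59.5, 134 and 232 CPM in P23H replicates 6, 8, 11 and 13 and 42.4, 37.4 and 56.1 CPM in the WT libraries (exact permutation p = 0.114). Lens transcripts summed to 485 CPM in P23H replicate 8 and to between 25.6 and 69.6 CPM in the other 6 libraries. The lens list had a median of 1.76 over 13 genes (adjusted p = 0.183, and adjusted p = 0.704 with an estimated correlation), which turned to -0.38 without that library (adjusted p = 0.917). It passed as higher in females alone (2.70, adjusted p = 0.00321), without P23H replicate 11 (2.12, adjusted p = 0.0255) and with inner neurons held level (1.58, adjusted p = 0.00648), and as lower in males alone (-0.99, adjusted p = 0.0012). Of its genes 1, the small heat shock gene Cryab, rose and 0 fell (1.03, SE 0.24; 1 when adjusted over the list alone), a call that ended without WT replicate 7 (adjusted p = 0.0707). Blood genes did not differ detectably (5 genes, 0 past the threshold and 0 when adjusted over the list alone, median 0.00, adjusted p = 0.928, and adjusted p = 0.93 with an estimated correlation), with Hbb-bt at 0.52 (SE 0.29, adjusted p = 0.25). Of 14 vascular genes Rgs5, a pericyte gene (0.61, SE 0.09), and, named after their values were seen, Kdr (0.67) and Pdgfrb (0.59) rose and 0 fell (3 when adjusted over the list alone), with a median of 0.22 (adjusted p = 0.00669, and adjusted p = 0.19 with an estimated correlation), a call that ended without both P23H replicates 8 and 11 (0.0597). Summed vascular expression was 639 ± 64.8 CPM (SD, n = 4) in P23H and 452 ± 26.1 CPM (SD, n = 3) in WT libraries (exact permutation p = 0.0286), and mitochondrially encoded transcripts took 2.69 ± 0.142% (SD, n = 4) and 2.17 ± 0.103% (SD, n = 3) of counts (exact permutation p = 0.0286, adjusted 0.0571).

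**Figure D3:**
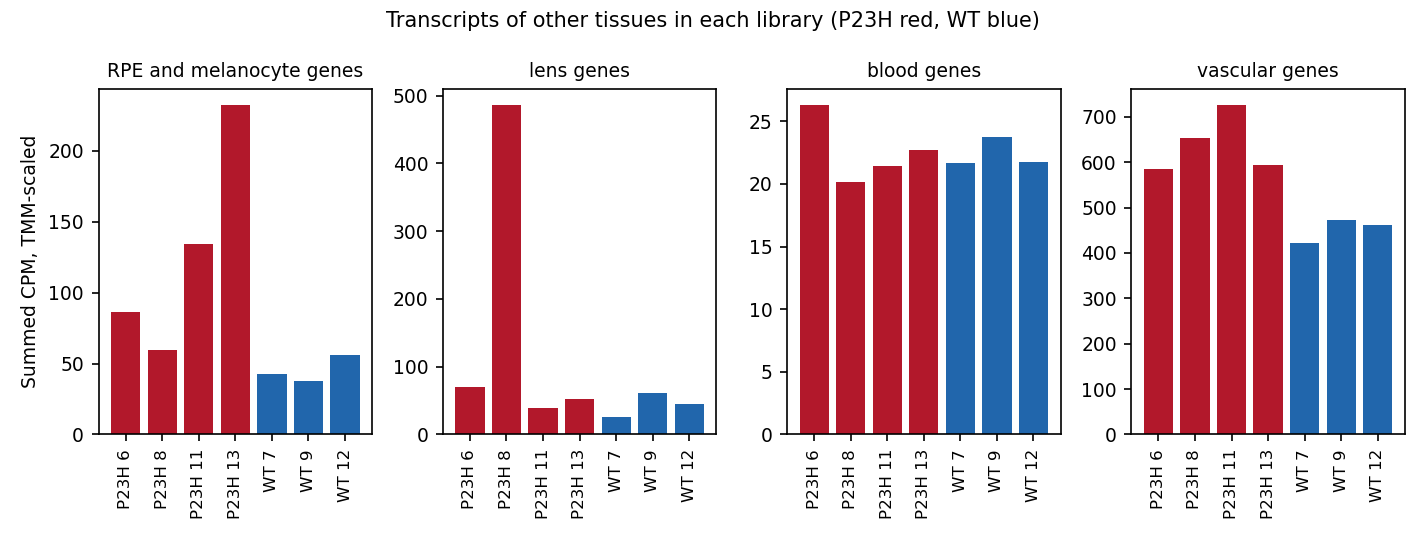
Summed expression, in CPM, of retinal pigment epithelium and melanocyte, lens, blood and vascular genes in each library (P23H red, WT blue), with 1 bar per library and axes from 0. Lens transcripts stand out in P23H replicate 8 at 485 CPM, and pigment cell transcripts are highest in P23H replicates 11 and 13 at 134 and 232 CPM.

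In all, 23 of the 29 lists passed with the preset correlation, 19 higher and 4 lower, against 24 by fry and 0 with an estimated correlation. By fry the ON bipolar (adjusted p = 0.0249), rod bipolar (0.00499) and unfolded protein response (0.0142) lists passed and the adhesion (0.103) and channel (0.0909) lists did not. The mean log2 CPM of 18 lists gave the smallest exact permutation p, 0.0286 (0.046 after adjustment over the lists). The blood list was the 1 list whose direction differed between camera (lower) and fry (higher), and it passed neither.

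With the filter used here, the genes that edgeR called between male and female retinas lay on the sex chromosomes. Xist, the RNA of the inactive X chromosome, was at 2406 ± 72.2 CPM (SD, n = 4) in females and 0.628 ± 0.302 CPM (SD, n = 3) in males. The Y-linked genes Ddx3y (84.6 ± 5.84 CPM in males, SD, n = 3), Uty (34.2 ± 1.94), Kdm5d (50.2 ± 3.90) and Eif2s3y (77.2 ± 14.2) were at or below 1 count in every female library, and for Kdm5d and Eif2s3y the 0 counts there allow up to 0.161 to 0.188 CPM. With genotype as a term, edgeR called 9 genes by sex among 17937 tested, of which 5 were Y-linked, 4 X-linked and 0 autosomal, while 607 had an unadjusted p under 0.05. The others, named after their values were seen, were the Y-linked Gm29650 and the X-linked Kdm6a, Eif2s3x and Tsix, of which Tsix lies opposite Xist. Autosomal genes were called in other settings, 101 of 117 by edgeR without a filter, 15 of 27 by DESeq2 and 4 of 10 in the P23H libraries alone (Dct, Pmel, Gpnmb and Tyrp1). They include the liver genes Serpina3k, Mup3, Fgb, Fga and Ahsg, of which only WT replicate 12, a male, held counts, the pigment genes that were highest in the male P23H replicates 11 and 13, and lens genes. With 1 library left out they numbered 8 of 18 without P23H replicate 11, 4 of 12 without WT replicate 12 and 1 of 9 without WT replicate 9. The genotype effect did not differ detectably between the sexes, with 0 of 19075 genes past the threshold in edgeR (lowest adjusted p = 0.436), 620 at an unadjusted p under 0.05, and 4 genes by DESeq2 (Dct, Gpnmb, Alb and Tyrp1). That test rests on WT replicate 12 as the only WT male, and it called 3 genes without P23H replicate 11 and 12 genes without P23H replicate 13.

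Genes that neighbour Rho were also examined, because a knock-in allele can carry flanking sequence from the cells in which it was made. Of 186 tested genes within 10 Mb of Rho, 36 changed (27 rose and 9 fell), or 19.4% against 16.6% of 17164 other genes, which was not a detectable excess (odds ratio 1.21, Fisher's exact p = 0.321). Those with the lowest p were A2m (log2 fold change 3.39, SE 0.25, chromosome 6, 121635376 to 121679227), a protease inhibitor that is also on the gliosis list, Tnfrsf1a (1.63, SE 0.14) and Ttll3 (-1.06, SE 0.10), a tubulin-modifying gene that overlaps Arpc4. Within 5 Mb the share was 14.8%, below that of the other genes (16.6%, Fisher's exact p = 0.698), and within 20 Mb it was 19.9%, or 54 of 271 genes (odds ratio 1.25, Fisher's exact p = 0.139).

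The calls were set beside the comparison deposited with the data. Of 1595 genes listed as higher in the authors' deposited table, 1463 (91.7%) rose here, and of 1556 listed as lower in the authors' deposited table, 1337 (85.9%) fell here, with 0 called in the opposite direction. A further 61 genes rose and 21 fell here without being on those lists. For Edn2 the authors' deposited table gives a log2 fold change of 4.07, and for Trpm1 the authors' deposited table gives 0.27 with an adjusted p of 0.0415. In the authors' deposited table of Gene Ontology terms for genes that were higher, response to wounding came at the top with 110 genes, and for genes that were lower the authors' deposited table begins with sensory perception of light stimulus (50 genes) and visual perception (49 genes).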

Values the study reported

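For retinas at 3 months of age, the study reported 1595 genes upregulated and 1556 genes downregulated in P23H mice relative to WT littermates. In its larger dataset at 1 month it reported 2683 upregulated and 2721 downregulated genes.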

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

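No test in this part was chosen only after the result was seen. A P23H library was singled out where its gap to the nearest of the other 3, divided by the range of all 4, passed the 95% limit of Dixon's test. Chance alone singles out about 1 in 20 groups, so about 5.6 of the 112 measures examined, and 7 were seen.

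Lens transcripts summed to 485 CPM in P23H replicate 8, against 38.8 to 69.6 CPM in the other P23H libraries and 25.6 to 61.4 CPM in the WT libraries. Cryab, a member of the lens list that the retina also expresses, was at 76.7 CPM in the same library, against 34.5 to 40.7 CPM in the other P23H libraries. Gm23935 was at 8386 CPM in P23H replicate 11, against 277 to 670 CPM in the other P23H libraries and 577 to 2875 CPM in the WT libraries. Bcl3 was at 20.2 CPM in P23H replicate 6, against 7.07 to 9.02 CPM in the other P23H libraries and 0.438 to 0.719 CPM in the WT libraries. Dlg4 was at 786 CPM in P23H replicate 8, where the other P23H libraries lay between 755 and 757 CPM and the WT libraries between 989 and 1258 CPM. The mean log2 CPM of the ciliary transport list was 5.94 in P23H replicate 13, against 5.83 to 5.85 in the other P23H libraries. That of the blood list was 1.51 in P23H replicate 6, against 1.37 to 1.38 in the other P23H libraries.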

How the results depend on the processing

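Removal of the length trend and the omission of both P23H replicates 8 and 11 were chosen only after the result was seen, and the other alternatives were set before the data were examined. No paired analysis was made, because the replicate numbers do not show which mice shared a litter. In the alternatives that test all genes, 0 genes were called in the direction opposite to the one reported. The number of calls and the balance of directions followed the scaling, and every list lost its call once the correlation between genes was estimated. Males alone left 1 WT library, which is assumed to vary like the P23H pair, and the interaction could not be estimated without WT replicate 12. A count of 0 allows up to 0.161 to 0.206 CPM, so differences between genes below that level could not be measured. Among the single genes and the remaining lists, 1298 results kept their direction and their side of the threshold, 116 lost the call, 28 gained one and 27 changed sign. With 1 library left out these numbers were 603, 47, 4 and 4. For each change below the cause was not tested, except that each sex alone and the omitted libraries leave fewer samples.

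With library size only, 3032 genes rose and 789 fell, and the values that changed sign were Prkca (0.0035), the unfolded protein response list (0.056) and the blood list (0.12). The blood list also changed sign with upper-quartile factors (0.0088), without a filter (0.011), at 1 CPM or more in 3 libraries (0.012), with DESeq2 (0.0021), with sex as a term (0.00060) and with the length trend removed (0.076). With the amacrine and ganglion lists held level, 814 genes rose and 4231 fell, and Opn1sw (-0.11), Calb1 (-0.061), rod bipolar markers (-0.028) and horizontal cell markers (-0.071) changed sign. On log2(FPKM + 1), 2418 genes rose and 720 fell, with Prkca at 0.0045, the unfolded protein response at 0.038 and blood genes at 0.10. With a pseudocount of 0.1 these values were 2458, 704, 0.0045, 0.045 and 0.11. On log2(FPKM + 1) without a filter 504 genes fell, Prkca was at 0.0045, the unfolded protein response at 0.038 and blood genes at 0.076, and the ON bipolar (0.30) and rod bipolar (0.26) lists passed. With the length trend removed 1862 genes rose and 1925 fell, and Slc17a7, Trpm1 and Gpr179 passed. In females alone 884 genes rose, and the adhesion (0.17), glutamate (0.18), channel (0.17) and amacrine (0.26) lists missed the threshold. In males alone 283 genes rose and 215 fell, 28 of the named genes passed, the cone (0.24), cone bipolar (0.16), amacrine (0.21), ganglion (0.21) and cell death (0.051) lists missed the threshold, and Prkca (0.020), the unfolded protein response (0.0011), lens (-0.99) and blood (0.022) genes changed sign. Without both P23H replicates 8 and 11, 887 genes rose, the adhesion (0.090), glutamate (0.15), channel (0.13), progenitor (0.27) and vascular (0.21) lists missed the threshold, 1 list of another tissue passed and blood genes were at 0.0079.

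With an estimated correlation the medians of the rod (-0.89), cone (0.27), adhesion (0.25), gliosis (2.57) and microglia (1.33) lists were unaltered by construction, but 0 of 25 lists of the retina and 0 of 4 lists of other tissues passed, where 21 and 2 had passed before. Genes called by sex numbered 117 without a filter (101 autosomal) and 27 with DESeq2 (15 autosomal), and interaction genes 60 and 4. Within 5 Mb of Rho 14.8% of genes changed, which turned the comparison with other genes.

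With 1 library left out at a time, genes that rose numbered 575 to 1363 and those that fell 581 to 1273, and 43 to 56 named genes passed. Medians were -0.96 to -0.82 for rod, 0.22 to 0.38 for cone, 0.16 to 0.27 for ON bipolar, 0.17 to 0.33 for adhesion, 2.04 to 2.69 for gliosis and 1.26 to 1.41 for microglia genes. Lists past the threshold were 21 to 21 of the retina and 2 to 3 of other tissues. Genes called by sex were 6 to 18 (18 without P23H replicate 11) and interaction genes 0 to 12 (3 without P23H replicate 11 and 12 without P23H replicate 13). The lens median was -0.38 to 2.13, lowest without P23H replicate 8. The median of blood genes was -0.077 to 0.076, with its sign changed without P23H replicate 8, P23H replicate 13 or WT replicate 9.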

Other observations

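The comparisons of the 3 neuronal lists and of the cone list with the amacrine and ganglion lists, and the tests with a length trend removed from each library, were tests chosen only after the result was seen, as was the comparison of gene classes.

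Among the long non-coding or unclassified transcripts that changed, most fell. Of 2285 long non-coding or unclassified transcripts tested, 225 fell, 69 rose and the others did not pass, while of 14416 protein-coding genes 1097 fell and 1443 rose (among the genes that changed, odds ratio of falling for this class against all others 4.19, Fisher's exact p = 2.51e-27). That test treats genes as independent of each other, so its p is too small where genes change together. It was not repeated under other scalings, on which the balance of directions depended. In the authors' deposited table of KEGG pathways for genes that were lower, 3 pathways are listed, phototransduction (16 genes), homologous recombination (11 genes) and the Fanconi anemia pathway (12 genes). In the authors' deposited table of Reactome pathways, extracellular matrix organization leads for genes that were higher (70 genes) and cilium assembly for genes that were lower (44 genes). Liver transcripts were present in WT replicate 12, with 488 counts of Alb, 78 of Serpina3k and 76 of Mup3, where the other libraries held between 0 and 2 counts of Alb and 0 of the other 2.

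The genotype comparison was set against all 35 splits of the 7 libraries into 4 and 3. Only 1 split, the real one, gave as many genes (2882, with 8 the highest of the others), which is the smallest share that 35 splits allow. Every other split put libraries of both genotypes into a group, so a genotype effect adds to the spread within it. The low counts of those splits therefore give no chance level for the number of genes. For the lists 1 of 35 splits gave as many (23). Another 4 splits put 22 lists past the threshold and 3 more put 18 or 19 past it. All of these kept most of the genotype contrast, with at most 1 library of each genotype on the other side. Splits that divided both genotypes most evenly put between 0 and 11 lists past it. List calls thus arose in mixed groups as well, and splits that carry part of the contrast give no chance level for their number.

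The glutamate receptor, adhesion and channel lists passed as slightly higher by camera (adjusted p = 0.381, 0.439 and 0.46 with an estimated correlation) and the ON bipolar list did not pass (adjusted p = 0.204), and small increases of this kind are what a lower share of rod RNA could produce without any change in those cells. Relative to the amacrine and ganglion lists, the ON bipolar list differed between the genotypes by -0.066 (exact permutation p = 0.486) and the 3 lists of glutamate receptor, adhesion and channel genes by 0.016 (exact permutation p = 0.914), as that explanation needs. The second of these values is weak evidence, since the 3 lists stood between 0.744 and 0.830 in P23H replicates 8 and 11 and WT replicate 9 and between 0.534 and 0.651 in the other libraries. Both differences also include members that fell and that photoreceptors use as well. These were Gnb5 (-0.60) in the ON bipolar list and Dlg4 (-0.61) and Kcnb1 (-0.72) in the others. In the ON bipolar, glutamate, adhesion and channel lists 0, 5, 3 and 6 members rose. The differences without the members that fell were not computed. A p that misses the threshold does not show that the values were equal, and regulation that raised all inner neuronal genes alike was not tested. A lower rod share does not account for all lists, since the gliosis list was higher by 1.92 on the same scale.

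Of 12 cone genes 4 rose, the largest of them (Gnb3) also a gene of ON bipolar cells, and 8 did not pass, and the list passed as higher by camera (adjusted p = 0.251 with an estimated correlation). A trend with gene length is argued against, since the median was 0.26 after the trend was removed and 0.27 before. A lower share of rod RNA stays open, because relative to the amacrine and ganglion lists the cone list differed by 0.15 (exact permutation p = 0.257), and with 7 libraries it and a change within the cones cannot be told apart.

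In the sex comparison 3 of 34 splits gave as many genes as the real one (9), the others with 2735 and 1516, so the number of genes alone does not exclude chance. The genes themselves do, since the Y-linked genes called had at most 1 count in any female library. The split of P23H replicates 6 and 13 with WT replicates 7 and 12 against the other 3 libraries gave the 2735 genes, which points to a structure of the samples that follows neither genotype nor sex. Its sides match the sign of the gene length slope in each library, yet 1490 genes were still called after the length trend was removed, which argues against length as the whole cause, and no biological explanation was tested.

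Near Rho, where flanking sequence of another strain could alter expression, the window of 10 Mb on each side held a larger share of changed genes than 73.7% of windows of the same size and that of 20 Mb than 83.6%, both short of 95%, so no broad excess was detected and an effect on a few genes stays open.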
